A study of Mus musculus with 24 samples. Its data were reported in "YTHDF2 inhibition potentiates radiotherapy anti-tumor efficacy" (2023).

How the data were processed

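CD11b+ myeloid cells were sorted by the authors from MC38 tumours, a transplanted colon carcinoma line grown in C57BL/6J mice. The labels give MC38 tumours as the source of every library, although their growth protocol speaks of tumours or blood. Mice were WT (Ythdf2 floxed, without Cre) or cKO (Ythdf2 floxed with Cre expressed from the Lyz2 locus), and tumours were left untreated (Ctrl) or irradiated once with 20 Gy (IR) and collected 3 days later. From polyadenylated RNA the authors made Input libraries and libraries of RNA fragments bound by an antibody against N6-methyladenosine (m6A IP), an assay called MeRIP-seq. The study's methods do not state whether an Input and an IP library came from the same pool of RNA. The 24 libraries form 8 groups of 3 replicates. The study's methods call the replicates technical where they describe the cells and biological where they describe the merging of peaks. They say that the cells of each replicate came from several pooled mice. SEs and p-values are therefore read as the spread between libraries, not between independent animals. Groups and replicate numbers were taken from the labels alone.

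According to the study's methods, the authors trimmed reads with Trimmomatic, aligned them to mm10 (GRCm38) with HISAT using the GENCODE vM19 annotation and strand-specific settings, and counted reads per gene with HTSeq. The deposited gene values are raw counts per library, not normalized and not pooled. For the IP libraries the authors split reads by strand and called peaks per library and strand with MACS2. The deposited peak lists give each peak's position, its fold enrichment at the summit as a ratio over a control library, its −log10 p-value and −log10 q-value, and a whole-number score that the authors' peak caller set to a multiple of −log10 q. Which Input served as control for which IP library was not stated in the methods. The lowest deposited −log10 q was 2.0. Fold and q belong to the authors' calls and were used here to describe and filter peaks within lists, and no test compared them between groups.

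Each library had counts for 54446 gene identifiers, and 54409 of them matched the GENCODE vM21 annotation of GRCm38, which supplied symbols, positions and exons. The other 37 had no match, and they held at most 0.0021% of the Input gene counts. The HTSeq summary lines, which name no gene, were left out of library sizes. Reads outside annotated genes made up 3.95 to 6.55% of the Input reads and 2.86 to 3.60% of the IP reads. Ambiguous reads made up 2.19 to 2.58% and 2.25 to 2.32%. Counting used strand according to the alignment settings, and reads of near-identical gene copies were handled as HTSeq handled them, so genes such as Hbb-bs, Lyz2, Ifit1 and Ifit3 with close paralogs carry that uncertainty.

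Input changes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 on the deposited counts, with TMM normalization, genes with at least 10 counts in at least 3 libraries, and the 12 Inputs in one fit without covariates. The 5 contrasts were WT IR vs WT Ctrl, cKO IR vs WT IR, cKO IR vs cKO Ctrl, cKO Ctrl vs WT Ctrl, and the interaction, which is the irradiation effect in cKO minus that in WT. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within a contrast. The study used DESeq2 with the same count filter and threshold, and DESeq2 1.42.0 served as an alternative. Enrichment by the antibody was tested in one edgeR fit of all 24 libraries, as IP against Input within a group and as the difference of this ratio between groups. The common biological coefficient of variation was 5.57% in the 12 Inputs and 4.98% in the 24 libraries. Levels of named genes are given as CPM (each count relative to the library's scaled total). IP levels were scaled by TMM factors over all 24 libraries, whereas Input levels did not use these factors. Levels of genes on the marker lists are relative to unscaled totals. Input and IP levels are therefore on different scales, and IP over Input values come from the fit, not from these levels.

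Consensus peaks were peaks found in all 3 replicates of a group, on the same strand, with an overlap of at least 1 bp. A gene was called m6A-marked when a consensus peak of at least 1 group overlapped it on its strand. The shift of marked against unmarked genes was measured as the difference of median log2 fold changes and tested with camera in limma 3.58.1 (preset correlation 0.01, two-sided), with fry and an estimated correlation as alternatives. The 4 camera tests between pairs of groups were adjusted together. Peak numbers were compared by an exact permutation test, two-sided, with the treatment labels permuted within genotype. Motifs were counted on the genome in windows of 101 bases around each summit, 50 to each side. Control windows were centred in the same kind of segment of the same gene, at least 100 bases from every consensus peak of any group. Ratios against a group with 0 counts were computed against a floor of 3 counts, and ratios involving few counts are given with exact 95% confidence intervals. Such floors and intervals cover counting error only, since PCR copies are not independent molecules.

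Named genes followed a rule fixed before the data were examined. They are Ythdf2, 4 target genes and 6 chemokine and effector genes that the study's text names, 9 genes of the m6A machinery as a group, and the 3 called genes with the largest change in each direction in WT IR vs WT Ctrl, cKO IR vs WT IR and cKO Ctrl vs WT Ctrl, among genes with at least 10 CPM in the higher group and no overlap between replicates. The rule held 1 further gene, which is not reported here and was left out of the list and its adjustment. The last part of the rule took the called genes with the largest change of IP over Input in each direction in WT IR vs WT Ctrl. Marker lists for T cells, B cells, NK cells, epithelial or tumour cells, fibroblasts, endothelial cells, neutrophils, macrophages, monocytes, dendritic cells, the cell cycle, erythroid cells and sex were also fixed before the data were examined.

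Alternatives fixed in advance were DESeq2, RLE size factors, no count filter, a filter of at least 50 counts, fits of only the libraries of a contrast, the replicate number as a block, leaving out each replicate, stricter peak thresholds, and other definitions of marked genes and of their background. Marking by peaks of the Ctrl groups alone, marking by overlap with an exon, and dividing the WT IR libraries between contrasts were added after the data had been seen. Replicate pairs within groups differed by more than sampling noise, with chi-square values per degree of freedom from 3.53 to 37.59, and none was treated as a duplicate. The tests were run first on simulated data. For WT IR vs WT Ctrl, with counts simulated from the means of the libraries, the Input test recovered 192 of 200 genes changed by a factor of 2 with 16 false calls among 15720 genes. The test of IP over Input recovered 182 of 200 with 10 false calls among 16999 genes. In both simulations the changed genes had a mean of at least 50 counts, so recovery at lower counts was not tested. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and samtools 1.23.1 for genome sequence, were used for the rest. The other assays of the study were not analysed here.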

Results

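The data comprised 12 Input and 12 m6A IP libraries of CD11b+ myeloid cells from MC38 tumours, with 3 replicates for each combination of genotype (WT or Ythdf2 cKO), treatment (Ctrl or IR) and library type. YTHDF2 is a protein that binds m6A-modified transcripts and promotes their decay. Input libraries held between 65.2M and 83.7M gene counts (M, mega) (median 71.5M), and IP libraries between 68.8M and 86.4M. Mean depth of the Inputs was 74.5M ± 2.46 in WT Ctrl, 67.9M ± 1.9 in WT IR, 76.8 ± 6.33 in cKO Ctrl and 69.0 ± 3.40 in cKO IR (SD, n = 3 each). At this depth counting error was small for all but the rarest transcripts, so that replicate spread limited most comparisons. Mitochondrial genes took 4.69% ± 0.13 of Input counts in WT Ctrl, 6.70% ± 0.56 in WT IR, 5.45% ± 0.10 in cKO Ctrl and 3.54% ± 0.19 in cKO IR (SD, n = 3 each). The labels gave no batch or date, so no comparison within batches could be made.

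The targeted gene was examined first. Ythdf2 (ENSMUSG00000040025.17) lies on chromosome 4, positions 132184912 to 132212303 of GRCm38, minus strand, with 5 merged exons. Its Input level was 96.8 ± 1.23 CPM in WT Ctrl, 105.0 ± 1.51 in WT IR, 177.9 ± 6.05 in the Inputs labelled cKO Ctrl and 222.6 ± 7.25 in those labelled cKO IR (SD, n = 3 each). Counts per gene were thus higher, not lower, in the Inputs labelled cKO. The difference was 0.88 on the log2 scale in Ctrl (SE 0.04, edgeR adjusted p 6.0e-13) and 1.08 in IR (SE 0.04, edgeR adjusted p 1.6e-14), with 3 of 3 libraries above all WT libraries in both. In the Ctrl IP libraries Ythdf2 was lower in cKO, at 183.6 ± 8.76 CPM against 208.6 ± 5.63 in WT (SD, n = 3 each; −0.18 on the log2 scale, SE 0.04, edgeR adjusted p 0.00031). After irradiation Ythdf2 rose by 0.12 (SE 0.04, edgeR adjusted p 0.017) in WT and by 0.32 (SE 0.04, edgeR adjusted p 2.2e-07) in the Inputs labelled cKO. The rise in WT was small, and it was no longer called without WT Ctrl replicate 1 (0.11) or without WT IR replicate 3 (0.11). Since the Input counts go against the knockout label, the groups are named here by their labels, and every direction drawn from genotype rests on those labels.

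A second gene bears on the labels. Lyz2 (ENSMUSG00000069516.8; chromosome 10, positions 117277331 to 117282321, minus strand) carries the Cre insertion of the cKO line. In the Inputs, Lyz2 stood at 20590 ± 294 CPM in WT Ctrl and 20740 ± 703 in WT IR, against 299.8 ± 3.95 in cKO Ctrl and 409.3 ± 5.90 in cKO IR (SD, n = 3 each). In the Ctrl IP libraries it showed the same order, 16120 ± 437 CPM in WT and 88.7 ± 2.75 in cKO. In the IR IP libraries the order was opposite, with 89.6 ± 1.30 CPM in those labelled WT IR and 19700 ± 159 in those labelled cKO IR. The genotype difference in the IP libraries was −7.51 on the log2 scale in Ctrl (SE 0.03) and 7.78 in IR (SE 0.03). All 6 IR IP libraries therefore carried the Lyz2 level of the other genotype's Inputs. Every comparison below that uses the IR IP libraries names them by label only.

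**Figure D1:**
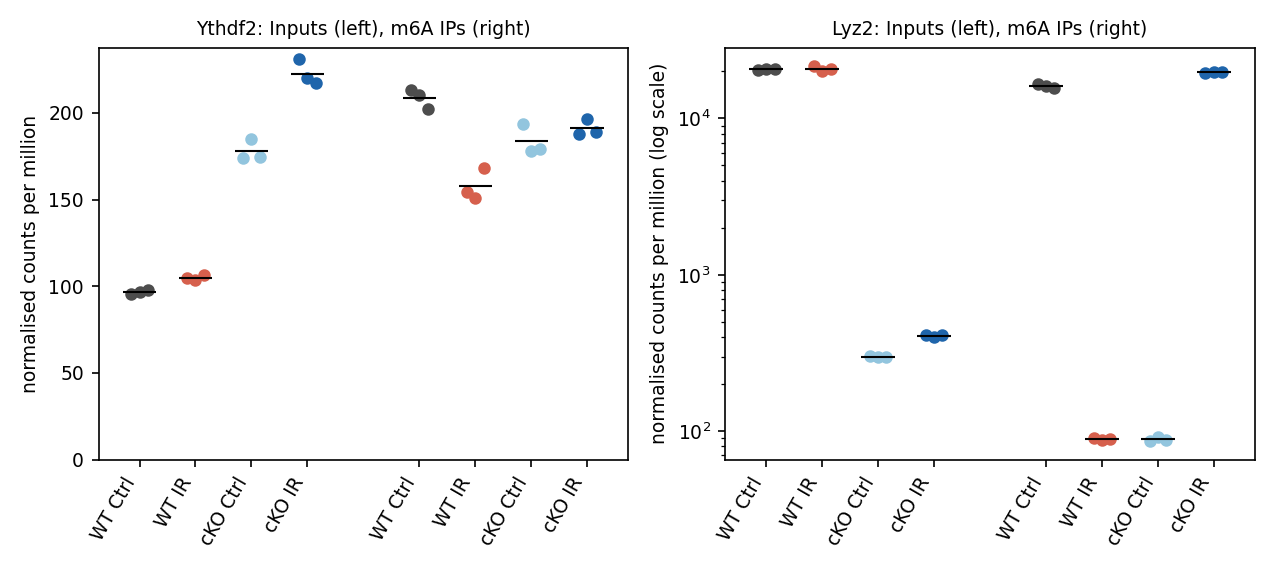
Level of Ythdf2 (left) and Lyz2 (right, log scale) in CPM for each of the 24 libraries, with Inputs at the left and m6A IPs at the right of each panel. Points are replicates and lines are group means; Ythdf2 lies between 95.6 and 98.1 CPM in the WT Ctrl Inputs and between 217.1 and 230.8 in those labelled cKO IR, and the IR IP groups are out of order for Lyz2.

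Peaks over Ythdf2 differed in place between the groups. Exon 4 (positions 132204132 to 132205715, 1584 bp) held peak summits in all 3 IP libraries of WT Ctrl (authors' fold enrichment 2.29 to 4.01), of cKO Ctrl (2.27 to 8.16) and of the group labelled cKO IR (9.66 to 15.07). The group labelled WT IR had no summit there. It had summits in exon 1 (132211900 to 132212303) with folds of 13.46 to 16.53, where the other groups had none, and in exon 5 (132184912 to 132186947) with folds of 2.59 to 3.88. WT Ctrl also had summits in exon 5 in all 3 libraries (1.58 to 2.97), and the groups labelled cKO had none there. Exons and their numbers were picked after the peaks had been seen. Over Lyz2, 4 consensus peaks were present in the group labelled cKO IR, with a fold of up to 7.27, and none in the other groups.

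**Figure D2:**
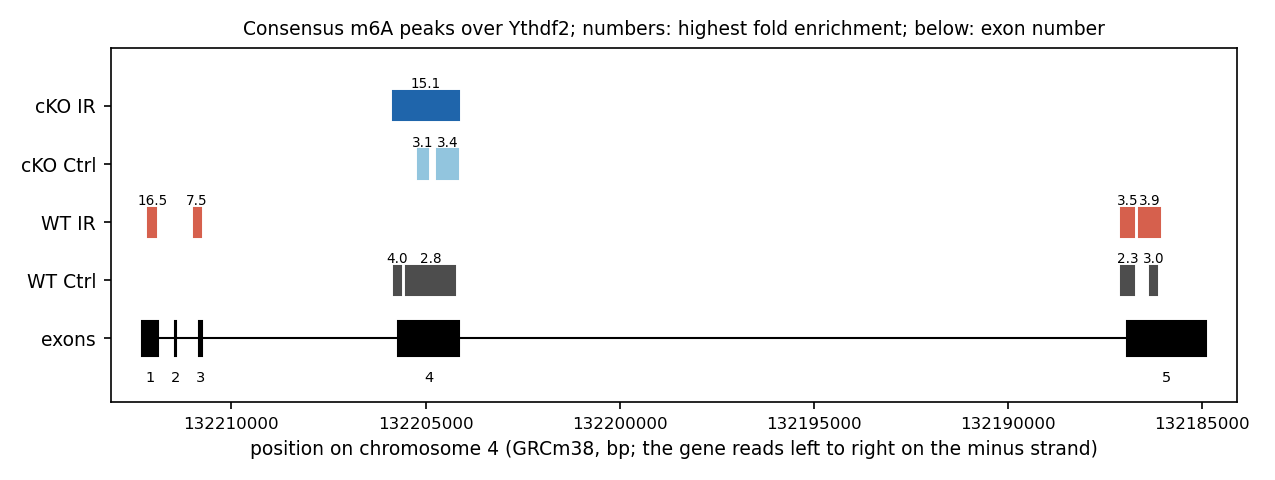
Map of Ythdf2 on chromosome 4 of GRCm38 (position in bp; the gene reads from left to right on the minus strand), with merged exons in black and the consensus m6A peaks of each labelled group as coloured boxes. Numbers above boxes are the highest authors' fold enrichment, such as 15.07 over exon 4 in the group labelled cKO IR and 16.53 over exon 1 in the group labelled WT IR.

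The first comparison asked how irradiation changed transcript levels in WT myeloid cells. Of 16090 genes tested in the Inputs, 2736 were lower and 2364 higher in WT IR than in WT Ctrl (edgeR, adjusted p under 0.05), which is 31.7% of the genes. Most changes were small, with a median size of 0.32 on the log2 scale among called genes, and 460 fell and 241 rose at least 2-fold. The count moved most when only the 6 libraries of the contrast were fitted, which called 4120 genes, and it was 6071 without WT IR replicate 1. RLE scaling moved the share of higher calls from 46.4 to 46.3%. Among the named genes with the largest falls, Elane had 2282 counts in the 3 WT Ctrl Inputs and 0 in WT IR, which is at least 693-fold lower. Mpo had 7696 against 6 counts, a ratio of 1170 (95% interval 536 to 3180), and Prg2 had 2522 against 15, a ratio of 153 (92.6 to 274). The largest rise was that of the globin gene Hbb-bs, with 1 count in WT Ctrl and 2687 in WT IR, a ratio of 2950 (529 to 117000). Hbb-bs had 789 to 1070 counts in each WT IR Input and 0 in every IP library. Phlda3 rose by 1.36 (SE 0.08, edgeR adjusted p 6.1e-11) and Cdkn1a by 1.19 (SE 0.03, edgeR adjusted p 3.5e-16), in 3 of 3 libraries each.

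In the cKO, irradiation lowered 3827 and raised 3509 genes (cKO IR vs cKO Ctrl). Fits that left out each replicate called from 6592 to 6717 genes. Across the 16090 genes, irradiation effects in the Inputs of both genotypes had a Pearson r of 0.48 and a Spearman rho of 0.37. These contrasts share no library, and genes are not independent replicates, so no p is given. The value depended on the treatment of low counts, with r at 0.11 without a count filter and 0.66 with a filter of at least 50 counts. The difference between the irradiation effects was itself tested, and 4861 genes were called in the interaction, of which 2450 were lower and 2411 higher.

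**Figure D3:**
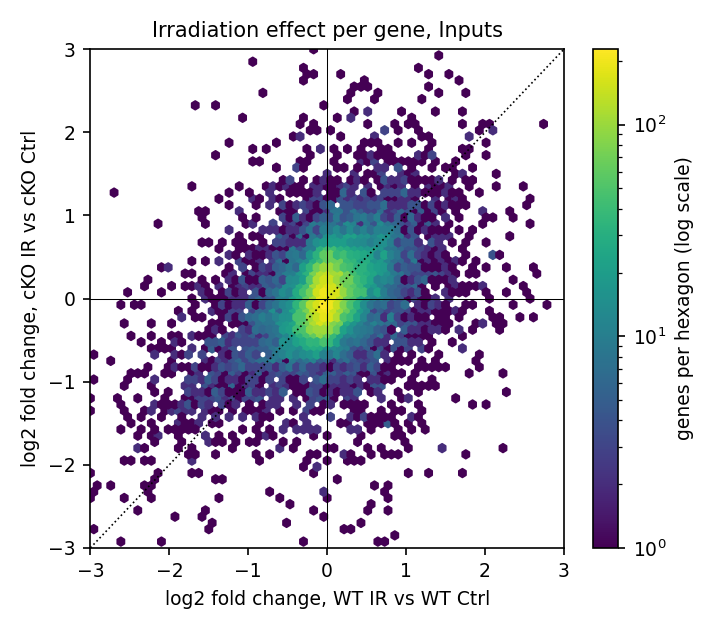
Log2 fold change of each of 16090 tested genes after irradiation in the WT Inputs (x axis) and in the Inputs labelled cKO (y axis), as hexagons coloured by number of genes on a log scale. The dotted line marks equal effects; the cloud follows it loosely, with a Pearson r of 0.48, and genes beyond 3 on either axis are not drawn.

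The knockout was compared without and with irradiation. In cKO Ctrl vs WT Ctrl, 1225 genes were lower and 1295 higher, and a fit of only those 6 libraries called 3870. Under irradiation (cKO IR vs WT IR) 3825 were lower and 3847 higher. With RLE scaling, the share of higher calls went from 51.4 to 47.1% in Ctrl and from 50.1 to 48.7% under irradiation. Which direction held more calls therefore depended on the scaling. Lyz2 showed the largest fall in cKO Ctrl, 68.2-fold (95% interval 67.7 to 68.7), and was 48.7-fold lower in cKO IR (48.4 to 49.1). Wdfy1 fell by 2.20 on the log2 scale in Ctrl and by 2.55 in IR. Hbb-bs had 0 counts in cKO IR against 2687 in WT IR, at least 911-fold lower. Genes induced by interferon showed the largest rises. Rtp4 was higher by 1.89 in Ctrl and 2.97 in IR, Ifit1 by 1.65 and Oasl2 by 1.60 in Ctrl, and Isg15 by 2.84 and Ifit3 by 2.50 in IR, with edgeR adjusted p of at most 4.0e-10 and no overlap between replicates. Elane was lower in cKO Ctrl by 1.87 (SE 0.15, edgeR adjusted p 6.5e-08).

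The study asked whether the knockout reversed the irradiation effect. Of the 2736 genes lower in WT IR than in WT Ctrl, 1127 (41.2%) were higher in cKO IR than in WT IR, and of the 2364 higher genes, 1120 (47.4%) were lower there. In all, 2247 of 3214 genes called in both contrasts (69.9%) went in opposite directions. Both contrasts contain the WT IR libraries, however, and chance in these libraries pushes them apart. Across genes the contrasts had a Pearson r of −0.36 (Spearman rho −0.34), whereas simulated unchanged groups that shared libraries in the same way gave a mean r of −0.50 (from −0.52 to −0.49) with at most 0 opposite calls. When the WT IR libraries were divided between the contrasts, r was −0.18 (from −0.20 to −0.15 over the 3 divisions), whereas simulated unchanged groups without shared libraries gave a mean r of 0. Sharing alone gives a negative r, so the −0.36 with all WT IR libraries in both contrasts does not by itself show a reversal. The −0.50 of the simulation is not a chance level for it either, because the simulated groups held no true changes. A negative correlation remained without sharing. For the same reason the simulation cannot judge the number of opposite calls. Of the 2736 lower genes, 1652 (60.4%) were also lower after irradiation in the cKO, and 1250 (45.7%) were called in the interaction.

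A list of 4 genes that the study's text names as targets, Metrnl, Smpdl3b, Tnfaip8l2 and Socs3, was examined, and all 4 were m6A-marked. Socs3 was marked by 1 consensus peak (highest authors' fold 2.13) in the group labelled WT IR alone, whose Lyz2 level goes against its label, while the other 3 genes had consensus peaks in every group. In WT IR vs WT Ctrl all 4 were lower, and 4 were called over all genes tested and 4 when adjusted over the list alone. The changes were Metrnl −0.27 (SE 0.04), Smpdl3b −0.25 (SE 0.06), Tnfaip8l2 −0.27 (SE 0.06) and Socs3 −0.14 (SE 0.05), with edgeR adjusted p of at most 0.034. Socs3 lost its call without WT Ctrl replicate 1 or 2 and without WT IR replicate 2 or 3, and without WT IR replicate 2 its change was −0.079. In cKO IR vs WT IR all 4 were higher and called both ways, by 0.39, 0.69, 0.69 and 0.40 in the same order. In cKO Ctrl vs WT Ctrl all 4 were also higher, with 4 called over all genes and 4 when adjusted over the list alone, so that the difference was not limited to irradiated tumours. In the interaction 1 gene was called both ways, Tnfaip8l2 at 0.28 (SE 0.08, edgeR adjusted p 0.015). In cKO IR vs cKO Ctrl 2 of the 4 were called lower, and 3 when adjusted over the list alone. The study chose the list on these libraries, so the list-alone counts are not independent evidence.

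Of the chemokine and effector genes that the study's text names, Ccl5 rose by 0.60, Ccr7 by 0.65, Cxcl16 by 0.20 and Arg1 by 1.26 after irradiation in WT, while Ccl2 fell by 0.61 (edgeR adjusted p at most 0.00011 for each). Il10 fell by 1.12 in WT with an edgeR adjusted p of 0.068, which passed the threshold with DESeq2 (0.032). Single libraries decided this, since its change was −0.67 (edgeR adjusted p 0.27) without WT IR replicate 2 and −1.68 (0.021) without WT IR replicate 3. Between the irradiated genotypes, Ccl2 was higher by 2.13, Il10 by 1.56, Cxcl16 by 0.33 and Ccr7 by 0.17, Ccl5 changed by −0.17, and Arg1 did not differ (0.17, SE 0.14, edgeR adjusted p 0.35). The interaction was called for Ccl2 and Cxcl16 only among these 6. Of the 9 genes of the m6A machinery, 0 were called in WT IR vs WT Ctrl, where changes ran from −0.11 (Ythdf1, adjusted p 0.058) to 0.07 (Ythdc1). Between the irradiated genotypes 4 were called lower and 2 higher, from −0.25 (Alkbh5) to 0.47 (Wtap).

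Whether irradiation acted on methylated transcripts was asked next. Consensus peaks marked 5939 genes, 5638 of them among the tested genes, and 2902 were marked in all groups. The set includes peaks called in the IR IP libraries, whose Lyz2 level goes against their labels. Among called genes in WT IR vs WT Ctrl, 1621 marked genes were lower and 670 higher (70.8% lower), against 1115 lower and 1694 higher unmarked genes (39.7% lower), an odds ratio of 3.67 (Fisher's exact test across genes, two-sided, p 1.2e-110, with genes not independent). The median change was −0.06 in marked and 0.06 in unmarked genes, a difference of −0.12 (camera in limma, adjusted p 3.9e-06). With unmarked genes matched on mean expression (5293 pairs) it was −0.09. In cKO IR vs WT IR the difference of medians was 0.16 (camera adjusted p 0.0032), and it was 0.10 (adjusted p 0.056) when marking required a consensus peak in all groups. In cKO IR vs cKO Ctrl it was −0.08 (0.049) and in cKO Ctrl vs WT Ctrl 0.04 (0.018). Those small differences lost their call under several alternatives, among them matching on expression (adjusted p 0.093 for both). All these calls held under fry and under an estimated correlation. In the interaction the difference was 0.09 (camera p 0.052), which was called under fry (p 0.0016) and an estimated correlation (p 0.013). These shifts are smaller than the median size of single called changes.

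**Figure D4:**
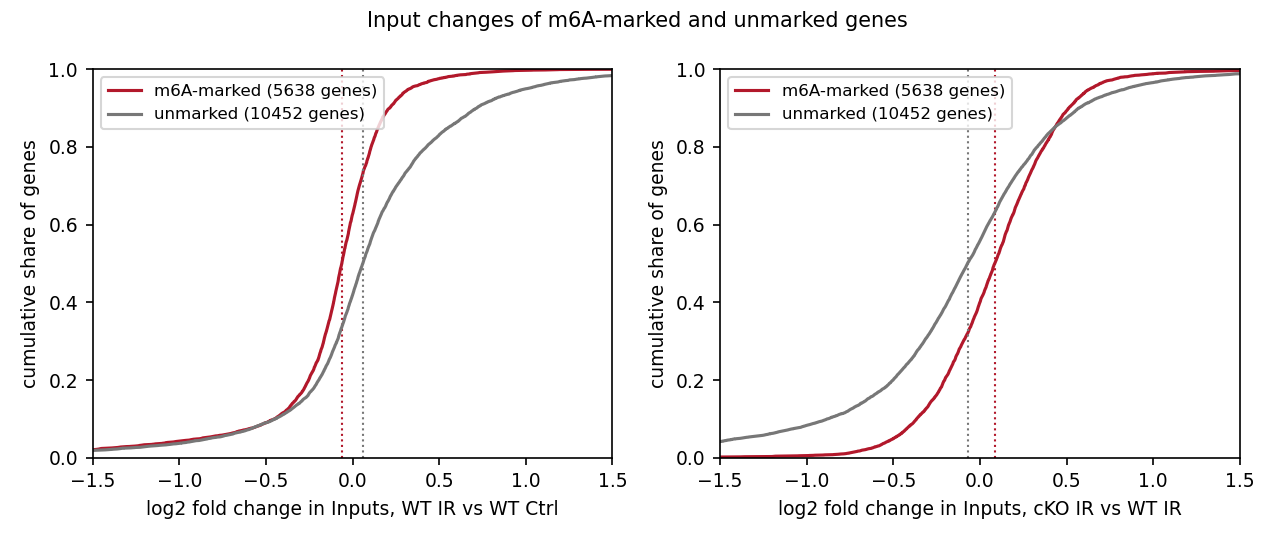
Cumulative share of genes (y axis) against log2 fold change in the Inputs (x axis) for 5638 m6A-marked and 10452 unmarked genes, in WT IR vs WT Ctrl (left) and cKO IR vs WT IR (right). Dotted lines are medians; marked genes lie to the left of unmarked ones in the left panel (difference −0.12) and to the right in the right panel (0.16), and genes beyond 1.5 on the x axis are not drawn.

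The peak lists were compared between treatments. IP libraries held 17477 ± 114 peaks in WT Ctrl, 15921 ± 1349 in those labelled WT IR, 15941 ± 393 in cKO Ctrl and 13749 ± 286 in those labelled cKO IR (SD, n = 3 each). With genotype as stratum, the mean difference of IR from Ctrl libraries was −1874 peaks (exact permutation test over 400 arrangements, two-sided, p 0.015, smallest possible 0.005). Per 1M IP counts the difference was −36.2 (exact permutation p 0.020). Within a genotype 3 against 3 libraries cannot give a p under 0.1, and the exact p was 0.3 in WT and 0.1 in cKO. The IR IP libraries here are those whose Lyz2 level goes against their labels, and the difference is averaged over both genotypes. With the IR labels exchanged, the mean would go from 17477 to 13749 in WT and from 15941 to 15921 in cKO. The averaged difference would stay, but the differences within a genotype and all p-values here depend on the labels.

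**Figure D5:**
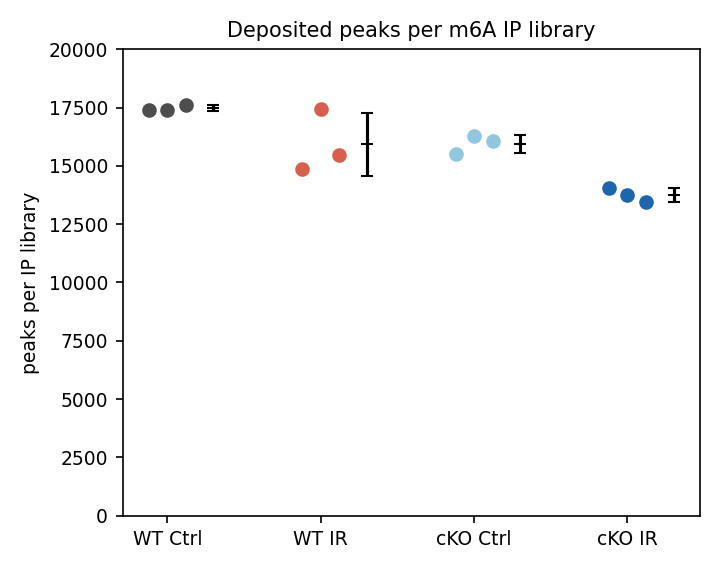
Number of deposited peaks in each of the 12 m6A IP libraries (y axis) by labelled group, with mean and SD of 3 replicates at the right of each group. Counts lie between 17408 and 17608 in WT Ctrl and between 13470 and 14041 in the group labelled cKO IR.

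Consensus peaks numbered 12181 in WT Ctrl, 9927 in the group labelled WT IR, 10918 in cKO Ctrl and 9056 in the group labelled cKO IR. Peaks of at least 4-fold enrichment gave 3719, 2920, 3240 and 2508 in the same order. Of the WT Ctrl peaks, 45.7% overlapped a consensus peak in all other groups and 13.6% overlapped none in any. Of the WT Ctrl consensus peaks, 65.3% overlapped a consensus peak of the group labelled WT IR, and 8.83% had no peak in any library labelled WT IR. By annotation, 51.6 to 53.8% of consensus peaks had their summit in coding sequence, 16.5 to 19.2% in 3′ untranslated regions and 14.5 to 18.4% in introns, and 18 to 20.9% lay within 200 bases of a stop codon. In 3′ untranslated regions the m6A motif GGACT was found in 15.4% of summit windows in WT Ctrl against 8.8% of control windows, with similar excesses of 5.3, 6.8 and 5.4 percentage points in the groups labelled WT IR, cKO Ctrl and cKO IR. The WT Ctrl excess there was not confined to summits, with GGACT in 14.6% of windows 100 bases upstream. In coding sequence the excess of GGACT at summits was only 1.8, 0.3, 1.3 and 0.8 points in the order WT Ctrl, WT IR, cKO Ctrl and cKO IR. The shorter GGAC was found in 36.5% of coding summit windows in WT Ctrl and in 40.8% of windows 100 bases downstream. Control windows had it in 32.9%.

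At gene level, the antibody enriched 6612 of 17373 genes in WT Ctrl, 6427 in WT IR, 6563 in cKO Ctrl and 6407 in cKO IR (edgeR, adjusted p under 0.05). It enriched 80.5% of marked and 17.4% of unmarked genes in WT Ctrl, and 79.7% and 16.2%, 79.0% and 17.7%, and 78.2% and 16.8% in the other groups. Marked genes were defined by peaks of these same IP libraries, so their higher share is not independent evidence. The change of IP over Input was called for 7200 genes in WT IR vs WT Ctrl (3437 lower, 3763 higher), 6656 in cKO IR vs WT IR (3693 lower, 2963 higher), 7879 in cKO IR vs cKO Ctrl (3785 lower, 4094 higher) and 3927 in cKO Ctrl vs WT Ctrl (2166 lower, 1761 higher). With RLE size factors in place of TMM, the share of higher among called genes went from 44.5% to 49.2% in cKO IR vs WT IR and from 44.8% to 49.4% in cKO Ctrl vs WT Ctrl. The first 3 of these contrasts set IR IP libraries, whose Lyz2 level is that of the other genotype, against Inputs of the same label. In WT IR vs WT Ctrl, Lyz2 fell by 7.50 on the log2 scale (SE 0.04), with an IP over Input of −7.96 in the group labelled WT IR and 5.48 in that labelled cKO IR. Bc1 fell by 3.51 (SE 0.24). Mpo rose by 7.0 (SE 0.50) and Fcnb by 5.86 (SE 0.22), although neither had more IP counts after irradiation. Fcnb fell from 18.9 to 0.237 CPM in the WT Inputs (13 to 18 counts per WT IR library) and went from 4.63 CPM in the WT Ctrl IP libraries to 3.39 CPM in those labelled WT IR (220 to 288 counts). Mpo had only 0 to 5 counts per WT IR Input, so the size of its change is uncertain.

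Input and IP libraries of the same label were also set side by side over 8654 genes without Lyz2. The knockout difference in the Ctrl Inputs and in the IR Inputs had a Pearson r of 0.52 across genes (Spearman rho 0.42), while that in the Ctrl IP libraries and in the IR IP libraries had an r of −0.68 (rho −0.57). Between Inputs and IP libraries, the knockout difference had an r of 0.001 (rho −0.003) in Ctrl and of 0.196 (rho 0.257) in IR. The irradiation effect had an r of 0.332 (rho 0.316) between them in WT and of 0.178 (rho −0.017) in cKO. The interferon-induced genes that were higher in the Inputs labelled cKO were not higher in the Ctrl IP libraries labelled cKO, except Oasl2 by 0.02. Isg15 differed by 1.32 in the Ctrl Inputs and by −0.36 in the Ctrl IP libraries, and Ifit3 by 1.52 and −1.16. Irradiation effects on Phlda3 were alike in both kinds of library, 1.36 and 1.72 in the Inputs of WT and cKO and 1.41 and 1.30 in the IP libraries so labelled.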

Values the study reported

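For these MeRIP-seq libraries the study reported that, among m6A-marked genes, 1351 were lower and 448 were higher after irradiation.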

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

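Each result in this part differed between groups under the same contrast, by a direct test of the difference unless stated. The tests of exchanged labels, of Ythdf2, of red blood cells and of cell types in the interaction were chosen after the results had been seen; the count of other splits was planned.

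The genotype difference of Lyz2 in the IP libraries was −7.51 in Ctrl and 7.78 in IR, and the difference between these values was 15.3 on the log2 scale (SE 0.04, edgeR). The Inputs showed no such turn, since Lyz2 was lower in those labelled cKO in both treatments. A candidate explanation is that the labels of the WT IR and cKO IR IP libraries were exchanged before deposit. Such an exchange needs both groups out of place, and both were, in 3 of 3 libraries each. It also predicts that other genes turn with Lyz2. Wdfy1 differed by −1.91 in the Ctrl and by 2.11 in the IR IP libraries. Ythdf2, the targeted gene, went from −0.18 to 0.28, a difference of 0.46 (SE 0.05, edgeR adjusted p 1.4e-08). Not every gene turned. Of the interferon-induced genes, Rtp4 (−0.23 and −0.74), Isg15 (−0.36 and −0.21), Ifit1 (−0.65 and −0.52) and Ifit3 (−1.16 and −0.45) kept their sign. Oasl2 went from 0.02 to −0.80. Over 8654 genes without Lyz2, the genotype differences of the Ctrl and the IR IP libraries had a Pearson r of −0.68, whereas the same comparison in the Inputs gave 0.52. The IR IP contrasts share no library with the Ctrl ones, so this r could have come out the other way. Comparisons with the Inputs do not add to it. The genotype difference of the Inputs and the IP libraries had an r of 0.196 in IR, where an exchange would give a negative value if both kinds of library carried the same difference, but it had an r of 0.001 in Ctrl, so they did not share one there either. A biological turn of the knockout effect under irradiation would have to affect a gene that carries an insertion, in the IP libraries and not in the Inputs, and was not tested further. No sample was moved between groups, and where in the study's handling an exchange arose cannot be known from these values. Until it is settled, each IP over Input value of the IR groups may compare different genotypes.

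The irradiation effect differed between genotypes for 4861 genes in the Inputs. Of 100 splits drawn from the 200 possible ones, which keep genotype and regroup treatment, 2 gave as many called genes. They were the real one and the split that exchanges IR and Ctrl within one genotype, which called 7505 and tests the sum of the effects in place of their difference. Of the others, the 20 that kept the real treatment split in one genotype called from 112 to 3978 genes (median 2188), since an irradiation effect of that genotype stays in their contrast. The 78 that regrouped both genotypes called 0 genes. Scaling changed little, with 49.6% of the calls higher under TMM and 49.4% under RLE. A change in the mix of sorted cells that differed between genotypes may contribute, because the neutrophil list had a median interaction of 0.63 with 3 of 6 genes called higher, and the cell cycle list 0.63 with 7 of 8 called higher. The design ties any such shift to the groups, so it cannot be told apart from a changed response within cells. An effect of the knockout on the response to irradiation remains open.

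Ythdf2 had an interaction of 0.21 (SE 0.05, edgeR adjusted p 0.0036), on top of counts that were higher in the Inputs labelled cKO. Exchanged labels of WT and cKO Inputs are argued against by Lyz2, whose genotype difference was −6.09 in the Ctrl Inputs and −5.66 in the IR ones. Another candidate explanation is that transcripts lacking exon 4 were still counted, and accumulated, in the knockout. The Ctrl IP libraries did not share the rise, since Ythdf2 was lower there in cKO (−0.18), as a loss of RNA from exon 4, where WT Ctrl had peaks, would give. Across genes, however, the genotype differences of the Ctrl Inputs and the Ctrl IP libraries were unrelated (r 0.001). Exon 4 also held summits in 3 libraries of cKO Ctrl, with folds of 2.27 to 8.16, against 2.29 to 4.01 in WT Ctrl. The fold of 8.16 came from replicate 2 alone, and the cKO Ctrl consensus peaks there reached at most 3.41. The summits argue against a complete loss of exon 4 RNA from the cKO Ctrl IP libraries. Among the IR IP groups, the one labelled WT IR, with the low Lyz2 level, had no summit in exon 4. The one labelled cKO IR had folds of 9.66 to 15.07. A loss of exon 4 RNA together with exchanged IR labels would give that order. Counts per exon were not analysed here, so transcripts lacking exon 4 cannot be told apart from higher transcription of the whole gene.

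Hbb-bs counts were at least 911-fold lower in cKO IR than in WT IR, and among the Inputs Hbb-bs was abundant in WT IR alone, so irradiation effects differed between genotypes. RNA of red blood cells or their precursors in the WT IR Inputs is a likely source. The erythroid list, fixed before the data were examined, was called higher in 5 of 5 genes, with a median of 8.59 on the log2 scale when genes at 0 counts were set at their bound. The most abundant was Hbb-bs itself at 13.2 CPM, followed by Hba-a1 at 6.92 CPM, in all 3 libraries, while the other Inputs had at most 4 counts of any gene on the list. All IP libraries had 0 Hbb-bs counts, including those labelled WT IR and cKO IR. A biological explanation, such as bleeding or blood cell formation in irradiated WT tumours, was not tested.

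Among the other named genes with at least 10 counts per group, the interaction was called for several. Genes induced by interferon had positive values, 1.08 for Rtp4, 1.52 for Isg15, 0.98 for Ifit3, 0.81 for Ifit1 and 0.28 for Oasl2. They fell after irradiation in WT, Isg15 by 0.94, but not in the Inputs labelled cKO except Oasl2. Ccl2 had 1.03, from a fall by 0.61 in WT and a rise of 0.42 in cKO. The interaction was 0.20 for Cxcl16, 0.28 for Tnfaip8l2, 0.44 for Lyz2, 1.28 for Bc1 and 1.62 for Fcnb. These kept their call in all 12 fits that each left out one replicate. Phlda3 (0.38) kept its call in 10 of the 12 and lost it without WT Ctrl replicate 2 (0.33) and without cKO Ctrl replicate 2 (0.32). Wdfy1 (−0.35) kept its call in 6 and Cdkn1a (−0.13) in 3 of the 12, with values from −0.43 to −0.26 and from −0.14 to −0.11, so these are at the edge of detection. Of the m6A machinery genes, 4 were called, from −0.38 (Ythdc2) to 0.28 (Wtap). Lyz2 counts in the Inputs labelled cKO may come from cells that keep an intact allele, from the disrupted one or from reads of close paralogs. Which of these applies was not tested. For the interferon genes the Ctrl IP libraries did not show the genotype difference of the Ctrl Inputs. That may mean that Input and IP libraries came from different cells, as weighed in the other observations, where genes without a consensus peak had an r of −0.034 between them. A knockout effect on the response of these genes stays open.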

How the results depend on the processing

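All alternatives were fixed before the data were examined, except marking by Ctrl peaks alone, marking by exon overlap and dividing the WT IR libraries. Of 279 values of the main comparisons under alternatives other than leaving out replicates, 250 kept their direction, call or size, 13 lost their call and 16 moved. Of 273 values from fits without one replicate, 268 kept theirs and 5 lost their call. Between pairs of groups, calls in the Inputs under such fits ranged from 4174 to 6071 in WT IR vs WT Ctrl, 6939 to 7856 in cKO IR vs WT IR, 6592 to 6717 in cKO IR vs cKO Ctrl and 1838 to 1973 in cKO Ctrl vs WT Ctrl, and 0 called genes changed sign.

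The rise of Ythdf2 in WT after irradiation was 0.116 with only the 6 libraries of the contrast (edgeR adjusted p 0.054), and from 0.107 to 0.127 across the 6 fits without one replicate. That fit estimates the spread from fewer samples. In cKO Ctrl vs WT Ctrl it called 3870 genes, 1893 lower and 1977 higher; the cause was not tested. The correlation of the irradiation effects was 0.107 without a count filter, 0.657 with at least 50 counts and 0.614 with only the 6 libraries of each contrast. That of the knockout effect with the irradiation effect was −0.490 without a filter, −0.408 with only the 6 libraries, and −0.175 with the WT IR libraries divided. The last removes sharing by construction, and a filter removes genes of low counts. For the other fits the cause was not tested.

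Marked genes among those called in WT IR vs WT Ctrl numbered 897 lower and 279 higher when a peak was needed in all 4 groups, which marks fewer genes, and 286 were higher with marking by gene-level enrichment. The difference of medians in cKO IR vs WT IR was 0.098 (adjusted p 0.056) with peaks in all 4 groups. The difference in cKO IR vs cKO Ctrl lost its call with at least 50 counts (−0.067), only the 6 libraries (−0.078) and a larger overlap required of both peaks (−0.073). It also lost it with gene-level marking (−0.056), Ctrl peaks alone (−0.042), exon overlap (−0.077), protein-coding genes (−0.070) and matched expression (−0.054). Across fits without one replicate this difference ranged from −0.081 to −0.070. It lost its call without cKO Ctrl replicate 1 or 2 and without cKO IR replicate 3 (camera adjusted p 0.055, 0.053 and 0.052). In cKO Ctrl vs WT Ctrl it lost its call with at least 50 counts (0.029), gene-level marking (0.0089) and matching (0.026). The main adjusted p of the former was 0.049, next to the threshold; the cause was not tested. Consensus peaks of at least 4-fold enrichment numbered 3719 in WT Ctrl, 2920 in WT IR, 3240 in cKO Ctrl and 2508 in cKO IR, since the filter removes peaks.

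Values near 0 changed sign without one replicate. Tnfaip8l2 in cKO IR vs cKO Ctrl ranged from −0.016 to 0.037 and Socs3 in the interaction from −0.043 to 0.088, and neither was called. For other single genes, 3 values lost and 6 gained a call under other alternatives, and 22 lost and 1 gained one without a replicate. DESeq2 gave no adjusted p for 2496 genes in the interaction, and they were not counted as lost.

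The replicate numbers did not pair the libraries. Deviations of same-numbered Inputs correlated from −0.043 to 0.018, and those of Input and IP of the same number from −0.015 to 0.023. With the number as a block, 4883 genes were called in WT IR vs WT Ctrl, and of all results the block changed the call of 1, the Cdkn1a interaction.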

Other observations

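In this part the tests of changed methylation, of different cells, of library preparation, of mismatched Inputs and of Input depth were chosen after the results had been seen. The other splits, IP depth, matched expression, sex and the cell lists were planned.

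For each comparison of 3 with 3 Inputs, the real split was the 1 of 10 splits that gave as many called genes as it did, and the others called 0. This held for WT IR vs WT Ctrl, cKO IR vs WT IR, cKO IR vs cKO Ctrl and cKO Ctrl vs WT Ctrl. The same count, 1 of 10, was found for the IP over Input change in each of these contrasts. With 10 splits no share under 0.1 is possible, so the design cannot exclude chance for any of them by this count.

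Changes in the IP libraries followed those in the Inputs only in part. The genotype difference had an r of 0.001 between them in Ctrl and 0.196 in IR. The irradiation effect had an r of 0.332 (rho 0.316) in WT and 0.178 (rho −0.017) in cKO. The effect in the WT Inputs had a higher r, 0.562, with that in the IP libraries labelled cKO, while the effect in the Inputs labelled cKO had an r of −0.124 with that in the IP libraries labelled WT. Several explanations were weighed. Changed methylation predicts that genes without a consensus peak change alike in both kinds of library. Their irradiation changes, averaged over the genotypes, had an r of 0.124 (rho 0.013) over 3931 genes. For 4723 genes with a peak r was 0.324 (rho 0.091). The low values without a peak argue against methylation as the whole cause. Library preparation that differed from group to group stays open. The genotype differences of the Ctrl and the IR Inputs had an r of 0.516, which preparation that followed genotype would give as well, so it cannot be told apart from a difference between the groups. The values are consistent with Input and IP libraries made from different cells. For genes without a consensus peak the genotype difference in Ctrl had an r of −0.034 between Inputs and IP libraries, and the Ctrl IP libraries are not touched by the doubt about the IR labels. Hbb-bs had 0 counts in all IP libraries. Other genes changed alike. Of 17 genes with at least 10 CPM that fell at least 4-fold in the WT Inputs, 11 were also called lower and 3 called higher in the IP libraries, though with a median of −0.26 against −2.57. Elane fell from 3.38 to 0.252 CPM in the IP libraries, Mpo from 6.19 to 0.725 and Prg2 from 2.79 to 0.699. Different cells therefore stay a hypothesis, which these shared irradiation effects neither need nor exclude. Lyz2 and Wdfy1 separated the genotypes in both kinds of library. The labels' growth protocol speaks of tumours or blood, and whether Inputs and IP libraries shared a source was not tested.

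Part of the Input change after irradiation may reflect another mix of sorted cells. In WT IR vs WT Ctrl the neutrophil list was lower in 6 of 6 genes, with a median of −1.98, led by S100a9. CD11b marks neutrophils as well as monocytes and macrophages, so these are cells the sort can include, and a fall in their share is also a possible effect of irradiation. The cell cycle list was lower in 8 of 8 genes (−1.63) and also fell in the IP libraries (−0.94). The neutrophil list did not fall as a whole in the IP libraries. It had 2 genes called lower and 2 higher in those labelled WT IR (median 0.05) and 3 lower and 1 higher in those labelled cKO IR (−0.19), so the fall rests on the Inputs alone. Among the lists of other myeloid cells, the median change was −0.95 for monocytes, −0.22 for macrophages and −0.08 for dendritic cells. Macrophage, monocyte and dendritic lists are expressed by the sorted cells themselves, with 6 of 6, 5 of 5 and 4 of 6 genes above 1 CPM. Of the lists for cells outside the sort, those of T cells, fibroblasts, B cells, NK cells and epithelial or tumour cells were low. No T cell or fibroblast gene exceeded 1 CPM on average in the Inputs, and for B cells, NK cells and epithelial or tumour cells 1 gene each did, namely Ighm at 5.28, Klrk1 at 7.63 and Cdh1 at 5.80 CPM. The median changes in these lists were −0.08, −0.25, −1.01, −0.92 and 0.65 in the order T cell, fibroblast, B cell, NK cell and epithelial, each over 3 tested genes or fewer. The endothelial list was an exception, with 3 of 5 genes above 1 CPM, led by Vwf at 155.9 CPM, and a median change of −0.48. Sex of the mice is argued against, since Y-linked genes had at least 1182 counts in every Input and Xist at most 1. The male list had a median change of 0.20 with 3 of 4 genes called higher, and the female list had too few counts to be tested.

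The lower peak number in IR libraries was weighed against technical causes. IP depth is argued against, because the difference remained at −36.2 peaks per 1M counts (M, mega) (exact permutation p 0.020) and IP libraries labelled IR were not shallower. If IR IP libraries had been set against Inputs of the other genotype, the difference would be expected to vanish in genes with like Inputs in both irradiated genotypes. In 4723 such genes it was −1016 (exact permutation p 0.005, the smallest possible over 400 arrangements), so a mismatch is not the whole cause. These p-values take the IR groups as labelled. Depth of the Inputs stays open. IR Inputs were shallower in both genotypes, with a mean difference of −7.18M counts, and since the numbers pair no Input with an IP library, this cannot be told apart from treatment. Fewer methylated sites after irradiation remain possible and untested.

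The lower median of marked genes after irradiation is not explained by their higher expression alone. With matched unmarked genes the difference was −0.089 in WT IR vs WT Ctrl and 0.119 in cKO IR vs WT IR, both called by camera. Since the marked genes lean on peaks of all groups, the shift was also computed with peaks of the Ctrl groups alone, where it was called in both contrasts. An effect of YTHDF2 on decay of marked transcripts is a hypothesis that these libraries do not separate from a changed mix of cells, given the neutrophil median of −1.98 in the Inputs, which the IP libraries did not share.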
